A study of Homo sapiens with 8 samples. Its data were reported in "Endothelial cell cycle state determines propensity for arterial-venous fate" (2022).

How the data were processed

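Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in human umbilical vein endothelial cells carrying the FUCCI reporter. FUCCI marks cell cycle phases with fragments of CDT1 and GMNN fused to fluorescent proteins, and cells were sorted into an early G1 group and a late G1 group. The labels list 8 samples, 4 per group. The deposited processed data are 2 tables, one per group, in which the samples of a group are already pooled, so no value per sample and no depth per sample was available.

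According to the submitters' processing notes, the authors checked reads with FastQC 0.11.9, trimmed them with Trimmomatic 0.33 and called peaks with MACS2 2.2.7.1; the aligner is not given in the sources used here. The authors then annotated each summit against hg38 with HOMER and compared the tags of each peak between the groups. Each row of the deposited tables is the summit of a peak, with the peak score, which the authors took from MACS2. The signal columns of the deposited tables hold the tags of the group itself and the tags of the other group at the same place, scaled to equal depth. The deposited ratio, or fold, is the tags of the group itself over those of the other group, as the authors' HOMER run gave it. The deposited p-value is one-sided and unadjusted, and treats the tags of the other group as an exact mean of a Poisson distribution, so that it approaches 1 where tags were lower. Recomputing it in this way gave a value within 5% of the deposited p-value for 93.7% of early G1 peaks and 95.9% of late G1 peaks. At the 9916 summits that both tables place on the same base, 100% had equal tags in both tables. Late G1 tags came in steps of 0.5, and early G1 tags were multiplied by 0.93064 to match: 99.3% of early values from 200 to 1000 tags lay within 0.05 tags of that grid.

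Summits of both tables on chromosomes 1 to 22 and X were joined by single linkage within 200 bp into merged sites, and tags were averaged over the summits of a site. The sequence names were tested against the hg38 reference, and no summit lay beyond the end of its sequence. A site was shared if it held a summit from each table. Sites with at most 1 tag in both groups (2909), where the tables mostly print a floor of 0.5, were left out of ratios, as were peaks on other sequences; chromosome Y and XIST were left out throughout. The remaining 127099 sites held 9178536 scaled early G1 tags and 8538123 late G1 tags. Log2 ratios of late over early tags used a pseudocount of 1. The ratio of a gene or site had an exact 95% Clopper-Pearson interval on the tags of both groups, which covers counting error only, because variation between samples cannot be seen in pooled tables. A gene or site was called higher or lower in late G1 if its fold was at least 1.2 and the interval excluded 1.

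Peaks higher in a group had a fold of at least 1.5 and a p-value in the authors' deposited table of at most 1e-4. Their number was set against 20 simulations in which both groups had the same mean tags. The arterial and venous sites that the study examined were placed by matching the study's primer pairs to hg38, or by the distance to the gene given in the study; the EPHB4 TSS primer pair was not found together in hg38, so that site was placed by its distance to the TSS. A primer pair was given a value only if a site lay within 500 bp of it, a rule chosen after the values were seen; without it, a single EFNB2 peak had stood for both the EFNB2 promoter and the EFNB2 TSS, giving 4 calls in place of 3.

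The 22 gene lists were arterial, venous, capillary, pan-endothelial and lymphatic endothelial markers; TGF-beta, BMP and Notch signalling; G1/S and DNA replication, G2/M and mitosis, G1 regulators; immediate early and AP-1, NF-kappaB and inflammation, YAP/TEAD targets and matrix; axon guidance receptors and ligands; oxidative phosphorylation, ribosomal proteins, HOX genes, replication-dependent histones; and smooth muscle, blood cell and epithelial markers. The arterial, venous and capillary lists were taken mainly from the markers the study names. Promoter tags of a gene were summed over sites within 1 kb of its transcription start site (TSS), and distal tags over sites assigned to it between 1 and 100 kb. The median log2 ratio of a list was ranked among 10000 random lists of equal size, matched on 20 bins of mean tags. A percentile below 2.5 or above 97.5 was taken as outside the central range; percentiles describe these pooled libraries and are not p-values. As an alternative, random lists were matched on 10 bins each of tags and GC content, measured within 100 bp of the site. Sites with each of 17 sequence motifs within 100 bp of the centre were compared with 1000 random site sets matched on tags and GC content.

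Lists, thresholds and the rule for named genes were fixed before the data were examined. The rule names the 12 peaks with the largest fold in each direction among those with at least 40 tags in the higher group, at most 1 per gene; all 12 arterial and venous sites; the 2 members with the lowest and the 2 with the highest promoter ratio in each list, and the same for distal sites where the list lay outside the central range; and every arterial, venous, TGF-beta and BMP member called at its promoter. The list extremes needed at least 40 tags over both groups.

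The alternatives tried were stricter peak scores, other merging distances, each table alone, shared sites alone, a minimum of 20 tags, other pseudocounts, other fold and p thresholds including a Benjamini-Hochberg adjustment, scaling to equal total tags (factor 1.08 on late tags), scaling to an equal median at shared sites (factor 1.04), and other promoter windows. Alternatives added after seeing the data were an exact binomial test of each peak, late tags rescaled by sites of like strength, and gene calls after the median of all genes had been set to 0. The rule for higher peaks was tested on simulated data: among sites with at least 40 tags, it recovered 45.5% of 200 planted changes at a fold of 1.5, which is its own minimum, and 99.5% at a fold of 2, with 527 to 567 of the unchanged sites also called. Of 200 simulated unchanged lists of 30 genes, 3 fell below and 8 above the central range, and a shift of -0.2 on the log2 scale put 196 of 200 below it; the number of these lists was raised to 200 after a smaller set had been seen. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.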

Results

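The study sorted human umbilical vein endothelial cells that carry the FUCCI cell cycle reporter into early G1 and late G1 and measured open chromatin by ATAC-seq in 4 samples of each group. The question was whether chromatin near arterial and venous genes is more open in one of these states than in the other. The deposited tables listed 107978 peaks for early G1 and 114158 for late G1. The median peak score was 26.9 in early G1 and 23.8 in late G1, and the median peak held 47.5 and 44.0 tags of its own group. Tags were pooled over the samples of a group, so the depth of each sample is unknown and no difference given here has a check against replicates. The intervals of ratios cover counting error only. Over all merged sites, 9178536 tags came from early G1 and 8538123 from late G1, after the authors' scaling to equal depth.

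The open chromatin of the 2 states was largely held in common. Of 130008 merged sites, 91141 carried a peak in both lists, which is 70.1% (95% Clopper-Pearson interval 69.9 to 70.4, taking sites as independent). Another 16315 sites were listed for early G1 alone and 22552 for late G1 alone. Sites listed for a single group were mostly weak ones: 63.9% of those of early G1 and 70.8% of those of late G1 had a mean under 20 tags, against 11.8% of shared sites. At sites listed for early G1 alone the median was 18.1 tags in early and 13.0 in late G1, and at sites listed for late G1 alone it was 11.2 and 17.5 tags, so most of these sites held tags in both groups. Peaks lay within 1 kb of a TSS in 15.7% of cases in early G1 and 14.9% in late G1. Introns held 45.2% of early and 45.7% of late peaks, and intergenic DNA 35.6% and 36.3%.

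Promoters had the lowest late over early ratio of the annotation classes. The median log2 ratio of late over early tags was -0.19 at 13788 promoter sites. Its 95% interval, from ranked values and taking sites as independent, was -0.19 to -0.18. The median was 0.00 in introns, 0.02 in intergenic DNA (but -0.02 at shared sites) and -0.03 over all sites. It was -0.08 in 5' UTRs and in exons, -0.07 at transcription termination sites, -0.06 in non-coding genes and -0.04 in 3' UTRs. The ratio also followed the strength and the GC content of the sites, as the plot by deciles shows. The median was 0.31 in the weakest decile, near 9.05 tags, and -0.22 in the strongest, near 237.3 tags. It was 0.20 in the decile with 34.8% GC and -0.18 in that with 71.1% GC. Within classes of like tags and GC content, promoters differed from other sites by 0.0472 on the log2 scale, against -0.16 without matching. If total tags were set equal instead, all log2 ratios moved up by 0.10 and the promoter median became -0.09; counts of called genes are therefore also given against the median of all genes.

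**Figure D1:**
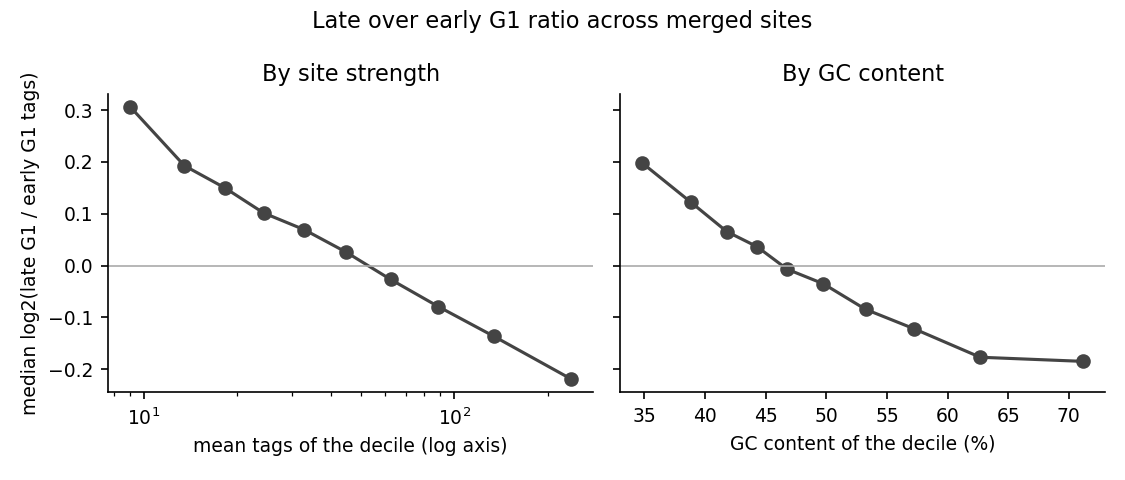
Median log2 ratio of late over early G1 tags in deciles of the merged sites, ordered by mean tags (left, log axis) and by GC content in percent (right). The ratio goes from 0.31 to -0.22 with rising tags and from 0.20 to -0.18 with rising GC content.

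Peaks higher in early G1 were strong sites, more often near a TSS than all early peaks, though most also lay in introns or between genes. Peaks higher in late G1 were weak sites, nearly all in introns and between genes. Of the early G1 peaks, 1693 had a fold of at least 1.5 and a p-value in the authors' deposited table of at most 1e-4, and 591 had a fold of at least 2. Of the late G1 peaks, the numbers were 2562 and 1961. Simulations of unchanged peaks gave 398.1 and 464.9 such peaks on average, and at most 421 and 507. They held neither the fall of the ratio with site strength nor the listing of peaks by their own group, and took 1 tag as 1 count. The excess over them therefore does not separate changes at single peaks from these. With late tags rescaled by sites of like strength, also added after the data were seen, 1613 were higher in early and 1542 in late G1. The higher peaks of early G1 held a median of 85.2 tags against 50.5 in late G1. Of these, 28.6% lay within 1 kb of a TSS, against 15.7% of all early peaks, and 65.9% lay in introns or intergenic DNA, against 80.8%. The higher peaks of late G1 held 30.0 tags against 11.6. Of these, 5.11% lay within 1 kb of a TSS, against 14.9% of all late peaks, and 92.7% lay in introns or intergenic DNA, against 82.0%. The numbers depend on the test: with counting error taken into account in both groups, a setting added after the data were seen, 303 peaks were higher in early and 135 in late G1. With an equal median at shared sites, 1041 were higher in early and 3366 in late G1. The peaks listed for late G1 at high folds are few in tags, and only 9 of the 896 on chromosomes 1 to 22 and X with at least 40 tags had a fold of at least 3.

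The largest early G1 excesses stood at single sites in 3 genes. In exon 2 of 2 of GJA4, which encodes the gap junction protein connexin 37 of arterial endothelium, the peak at chromosome 1 position 34794414 (hg38) held 292.7 tags in early and 8 in late G1, a ratio of 36.6 (18.4 to 85.6). The p-value in the authors' deposited table is printed as 0. This summit lies inside the coding sequence of GJA4, and the product of the study's GJA4 transcript primers begins 58 bp from it. In intron 1 of 7 of EEF1A1, which encodes the translation elongation factor eEF1A, the peak at chromosome 6 position 73520407, 625 bp from the TSS, held 525.3 and 110 tags, a ratio of 4.78 (3.88 to 5.91). The EEF1A1 promoter site at 73521608 held 195.9 and 158 tags, a ratio of 1.24 (1.01 to 1.54). In intron 8 of 21 of TBC1D5, a GTPase activating protein of endosome traffic, the peak at chromosome 3 position 17402098 held 88.4 and 2 tags, a ratio of 44.2 (11.9 to 370.3). These 3 were the only early peaks with at least 40 tags and a fold of at least 4.

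**Figure D2:**
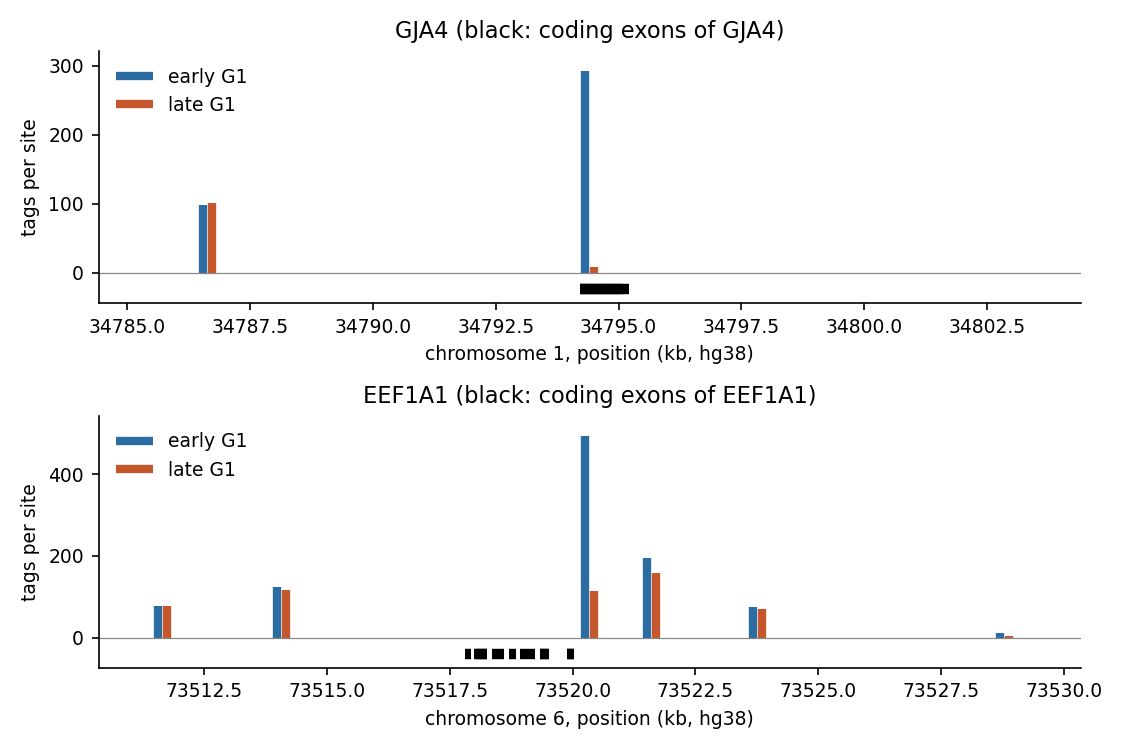
Tags per merged site in early G1 (blue) and late G1 (orange) within 10 kb of the GJA4 and EEF1A1 peaks, by hg38 position in kb, with coding exons of the gene as black bars. The GJA4 exon site holds 292.7 early and 8 late tags, and the merged EEF1A1 intron site holds 494.4 and 113.25, while the nearest intergenic site beside the EEF1A1 gene holds 74.9 and 70.

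The other early G1 peaks named by the rule had smaller folds. The promoter peak of NCAPH2, a condensin II subunit that compacts mitotic chromosomes, held 69.3 early and 20 late tags, a ratio of 3.47 (2.08 to 5.96). The promoter of MAPK3, which encodes the kinase ERK1, held 41.4 and 17 tags, a ratio of 2.44 (1.35 to 4.50). At a site 54634 bp from BPGM, the red cell enzyme that makes bisphosphoglycerate, the ratio was 2.68. It was 2.73 at a site 8273 bp from CFL2, a cofilin that severs actin filaments. An intron of ERFE, the hormone erythroferrone, gave 2.61, and an intron of PCSK1, a prohormone convertase, gave 2.53. A site assigned by nearest TSS to BRF2, a subunit of the RNA polymerase III initiation factor, lay 23155 bp from that TSS and gave 2.48. The promoter of the antisense RNA PAX8-AS1 gave 2.82, and a site 82621 bp from FOXN3, a forkhead repressor, gave 2.46. The lower interval bounds of these 7 genes were all above 1, the lowest being 1.39 at the FOXN3 site. Since the peaks were chosen by fold and p-value on the same tags, such bounds add no separate evidence.

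The leading late G1 peaks lay almost entirely away from promoters. In intron 1 of PEG3, an imprinted zinc finger gene, the peak at chromosome 19 position 56839309 held 14 early and 65 late tags, a ratio of 4.64 (2.63 to 8.79). The peak nearest SPATA31C2, of a family expressed in testis, held 8.80 and 43.0 tags, a ratio of 4.89 (2.47 to 12), at 59464 bp from its TSS. In intron 1 of ARNT2, a partner of PAS domain transcription factors, the ratio was 3.83 (2.02 to 8.64). It was 3.78 (2.02 to 7.0) at a site 45926 bp from REEP1, which shapes the endoplasmic reticulum. A site 62469 bp from AGTR2, the type 2 angiotensin II receptor, gave 3.22, an intron of UPP2, a uridine phosphorylase, gave 2.96, and a site 1142 bp from VNN2, a vanin pantetheinase, gave 2.92. The others were assigned by nearest TSS to non-coding RNAs, from 13208 bp away for LOC102724710 to 238944 bp for C8orf34-AS1. Their ratios were 3.66 for LOC102724710, 3.38 for MIR5702, 3.33 for LINC02139, 3.23 for C8orf34-AS1 and 2.94 for LINC00708. The late tags of these 12 peaks were between 40 and 65.

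At the arterial and venous genes, most sites held fewer tags in late G1 under the authors' scaling, a tally that depends on that scaling. Of 12 sites that the study examined, 10 had a peak, and 9 of these held more tags in early G1, with a median ratio of 0.871; with equal total tags, 6 held more in early and 4 more in late G1. Lower in late G1 were 3 sites, arterial and venous alike. The TSS site of EFNB2, the ephrin ligand of arteries, at chromosome 13 position 106535754, held 233.1 early and 187 late tags, a ratio of 0.802 (0.661 to 0.975). The TSS site of EPHB4, its receptor in veins, placed by its distance to the TSS because the study's primer pair was not found in hg38, at chromosome 7 from 100827778 to 100827782, held 245.9 and 191.75 tags, a ratio of 0.780 (0.645 to 0.945). The upstream enhancer of NR2F2, the transcription factor of venous identity, at chromosome 15 from 95365749 to 95365752, held 484.15 and 392.75 tags, a ratio of 0.811 (0.711 to 0.928). In the authors' deposited table of early G1 the p-values of these sites were 0.00065, 7.96e-05 and 3.63e-06, and the late G1 table gave 0.999, 1 and 1.

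The remaining arterial and venous sites were not called. The enhancer in intron 2 of NRP2, a venous coreceptor, at chromosome 2 from 205706998 to 205707000, had a ratio of 0.846 (0.728 to 0.980), short of a fold of 1.2. The upstream enhancer of HEY2, an arterial Notch target, had 0.895 (0.787 to 1.02), and that of EMCN, which encodes the venous and capillary sialoprotein endomucin, had 0.748 (0.430 to 1.32) from 32.1 and 24.0 tags. The introns of EFNB2 and EPHB4 had 0.935 (0.707 to 1.23) and 0.971 (0.728 to 1.28). The EPHB4 enhancer EN2 had 0.960 (0.790 to 1.17). The EPHB4 enhancer EN10 alone held more late tags, 130.5 against 111.2, a ratio of 1.17 (0.908 to 1.52); its peak was in the late list only, with a p-value of 0.0441 in the authors' deposited table, and the nearest peak of the early table gave 0.828. Neither DLL4 intron 3 nor the EFNB2 promoter amplicon had a peak of its own; the nearest site to the latter was 861 bp away. At DLL4, a Notch ligand of arteries, the promoter peak had a ratio of 0.923 (0.704 to 1.2) and the exon 1 peak 1.24 (0.927 to 1.67). These calls rest on the scaling: 0 of the 10 sites were called with equal total tags and 1, the EPHB4 TSS, with an equal median at shared sites. The paper itself reported no significant change of open chromatin near arterial and venous genes or at their known enhancers. Against sites of like tags and GC content, the called sites were ordinary, at percentiles 35.2 for the EFNB2 TSS, 23.7 for the EPHB4 TSS and 15.2 for the NR2F2 enhancer, while EN10 was at 97.3.

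**Figure D3:**
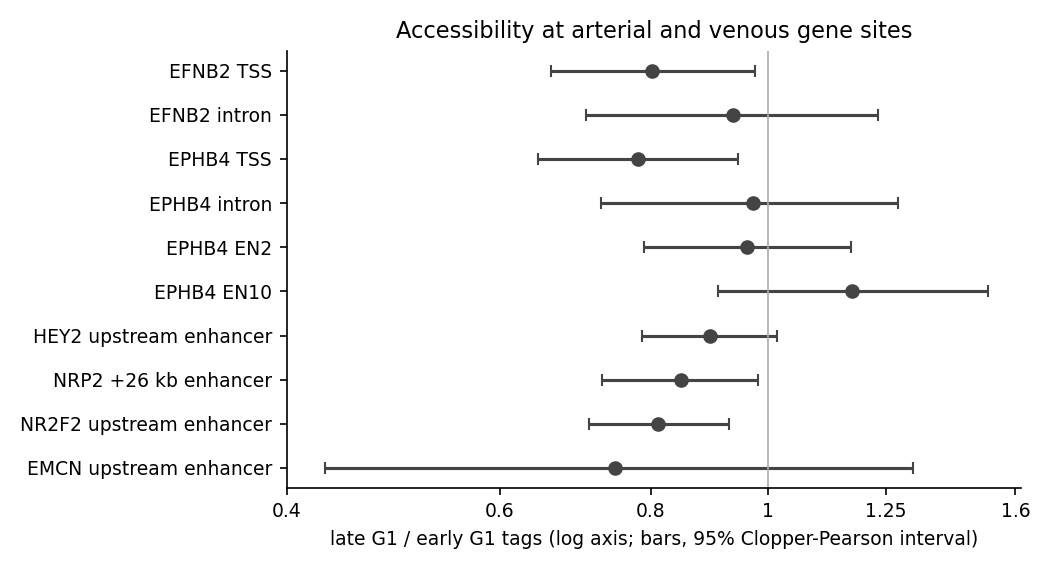
Ratio of late over early G1 tags (log axis) at the 10 arterial and venous sites with a peak; points are ratios of pooled tags and bars are 95% Clopper-Pearson intervals. Only the bars of the EFNB2 TSS, the EPHB4 TSS, the NRP2 enhancer and the NR2F2 enhancer stay below 1, and the points run from 0.748 to 1.17.

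Promoters of most genes had somewhat fewer late tags. Of 15076 genes with a promoter site, 193 were higher and 3053 lower in late G1 (20.3% lower), with a median log2 ratio of -0.17. With that median set to 0, a setting added after the data were seen, 621 were higher and 564 lower, and with an equal median at shared sites 280 were higher and 1894 lower. At distal sites of 20186 genes, 1003 were higher and 1288 lower (6.38%), with a median of -0.04; the setting with an equal median at shared sites turned this to 1454 higher and 647 lower. The lists are therefore ranked against random lists of genes with like tags, which no common scaling can move.

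Promoters of cell division genes had low late over early ratios for their tags. Of 29 measured G2/M and mitosis genes, 16 fell at the promoter (55.2%) and 0 rose; the median log2 ratio was -0.30, at percentile 0.40 of random lists. CDC25C, the phosphatase that triggers mitotic entry, had a ratio of 0.675 (0.601 to 0.760), and BIRC5, the survivin subunit of the chromosomal passenger complex, 0.699 (0.518 to 0.952). The separase ESPL1 had 0.965 (0.776 to 1.2) and the kinesin CENPE 1.07 (0.868 to 1.33). Of 35 G1/S and DNA replication genes, 16 fell (45.7%) and 0 rose; the median was -0.27, at percentile 1.85. UHRF1, which brings DNA methylation to new strands, had 0.656 (0.482 to 0.886), but 0.909 and no call with the late G1 table alone, and RRM2, a subunit of ribonucleotide reductase, 0.717 (0.592 to 0.863). ORC6 of the origin recognition complex had 0.951 (0.817 to 1.11). With the median of all promoters set to 0, the genes called lower were 2 for G2/M and 3 for G1/S. The G1/S list lay inside the central range with the late G1 table alone (2.67), with shared sites alone (4.80) and with windows of 500 bp (3.50) and 3 kb (2.72), and the G2/M list with the late table alone (2.80). Distal sites were ordinary for both, at percentiles 15.8 for G2/M and 35.6 for G1/S.

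Promoters of G1 regulators lay within the range of random lists. Of 21 measured, 5 fell and 0 rose at promoters, with a median of -0.21 at percentile 45.8, and the distal percentile was 67.6 (98.5 with sites over 3 kb away). CCNG2, an unusual cyclin of arrested cells, had 0.699 (0.575 to 0.851) and SKP2, the ubiquitin ligase subunit that degrades p27, 0.720 (0.632 to 0.820). The CDK inhibitor CDKN2B had 0.985 (0.807 to 1.2) and the cyclin CCND2 1.37 (0.868 to 2.16). Of 45 replication-dependent histone genes, 5 fell and 0 rose, with a median of -0.08 at percentile 99.9, which GC matching brought to 94.0 and the late G1 table alone to 97.0; distal sites were at 9.43. HIST1H4I had 0.602 (0.404 to 0.876) and HIST1H2AG 0.698 (0.513 to 0.937), while HIST1H2BH had 1.22 (0.909 to 1.63) and HIST1H4K 1.24 (0.814 to 1.92).

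Arterial, venous and capillary markers each lay within the range of random lists. Of 16 arterial genes 1 fell at its promoter and 0 rose: SAT1, a polyamine acetyltransferase, at 0.649 (0.518 to 0.807). The netrin receptor UNC5B had 0.770 (0.585 to 1.01), the transcription factor SOX17 1.06 (0.811 to 1.40) and the chemokine receptor CXCR4 1.07 (0.820 to 1.38). Of 9 venous genes 1 fell, EPHB4; thymosin TMSB10 had 0.790 (0.594 to 1.03), the apolipoprotein APOE 0.974 (0.625 to 1.53) and the lymphatic growth factor receptor FLT4 1.03 (0.700 to 1.53). Of 6 capillary genes 3 fell, among them PLVAP of fenestral diaphragms at 0.683 (0.515 to 0.895) and the kinase SGK1 at 0.789 (0.719 to 0.866), while RGCC had 0.922 and the VEGF receptor KDR 0.955. Promoter percentiles were 55.9 for arterial, 49.6 for venous and 20.4 for capillary genes, and distal percentiles were 60.6, 23.5 and 82.7. The arterial and venous lists were not tested against each other.

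TGF-beta and BMP genes, of the signalling pathways that the study follows, had promoters near those of other genes. Of 17 TGF-beta genes 5 fell and 0 rose: the corepressor SKI at 0.693 (0.570 to 0.850), the matrix protein TGFBI at 0.731 (0.568 to 0.947), the receptor TGFBR2 at 0.749 (0.662 to 0.846), the effector SMAD2 at 0.754 (0.630 to 0.902) and the inhibitor SMAD7 at 0.785 (0.675 to 0.913). The latent binding protein LTBP1 had 1.1 (0.886 to 1.37) and the ligand TGFB3 1.11 (0.835 to 1.46). The promoter percentile was 35.9 and the distal one 3.91. Of 20 BMP genes 4 fell and 0 rose: the receptors ACVR2B at 0.750 (0.565 to 0.993) and BMPR2 at 0.806 (0.684 to 0.949), and the targets ID2 at 0.811 (0.693 to 0.948) and ID1 at 0.827 (0.689 to 0.992). The coreceptor NEO1 had 1.18 (0.623 to 2.24) and the receptor BMPR1A 1.46 (0.964 to 2.25). The BMP promoter percentile was 84.4, rising to 98.2 with the late G1 table alone and 99.9 within 500 bp of the TSS, and the distal percentile was 97.3. With the median of all promoters set to 0, 1 TGF-beta gene, SKI, was called lower, while of the BMP genes 0 were called lower and 2 higher, BMPR1A among them; with an equal median at shared sites, 0 BMP genes were lower and 1 higher. In the Notch list 3 of 16 genes fell, with percentiles of 17.3 at promoters and 59.4 at distal sites; the glycosyltransferase LFNG had 0.712 (0.572 to 0.879), the feedback inhibitor NRARP 0.761 (0.513 to 1.11), the ligand DLL1 1.23 (0.791 to 1.94) and the glycosyltransferase RFNG 1.48 (0.850 to 2.82).

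**Figure D4:**
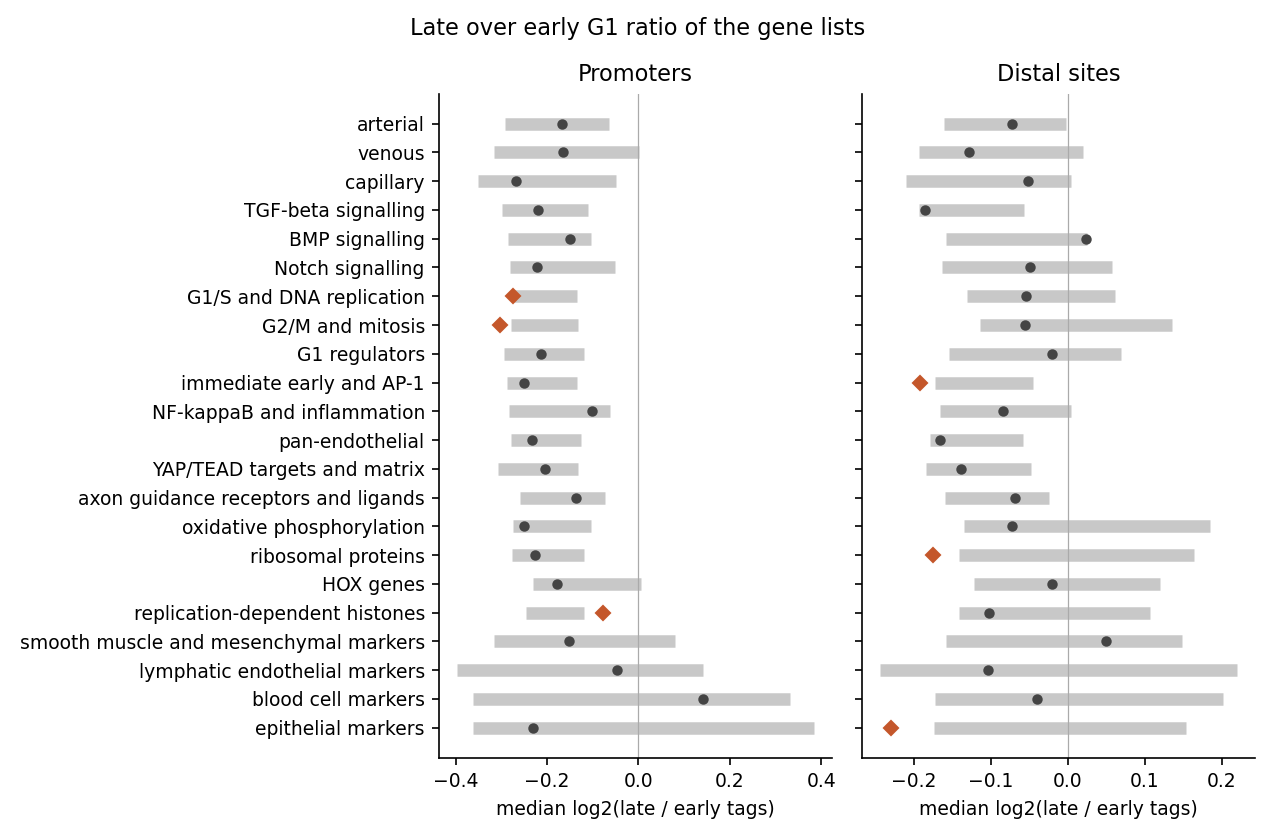
Median log2 ratio of late over early G1 tags of each gene list at promoters (left) and distal sites (right); grey bars hold the central 95% of random lists matched on tags, and orange diamonds mark medians outside them. G2/M (-0.30) and G1/S promoters (-0.27) lie below their bars and histone promoters (-0.08) above, while immediate early (-0.19), ribosomal protein (-0.18) and epithelial (-0.23) distal sites lie below.

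Some immediate early genes fell in late G1 at their distal sites, and the rank of the list depended on GC content. Of 27 genes of the immediate early and AP-1 list, 7 fell at distal sites and 0 rose, with a median of -0.19 at percentile 0.525; among random lists matched on GC content as well, the percentile was 15.9. EGR1, a growth factor response gene, had 0.732 (0.620 to 0.863) over its distal sites and JUNB, an AP-1 subunit, 0.768 (0.639 to 0.930), while NR4A3 had 1.11 (0.794 to 1.53) and EGR4 1.12 (0.709 to 1.70). At promoters 9 of 26 fell, with a percentile of 15.5; the matricellular gene CCN1 had 0.646 (0.523 to 0.799), the repressor KLF10 0.714 (0.582 to 0.880), EGR2 1.03 (0.869 to 1.22) and EGR4 1.19 (0.654 to 2.05). In the YAP/TEAD and matrix list 5 of 18 promoters fell and 1 rose, with percentiles of 64.2 at promoters and 26.4 at distal sites. The kinase LATS2 had 0.694 (0.557 to 0.864), TEAD4 had 1.07 (0.898 to 1.28), and the basement membrane collagen COL4A2 rose to 1.47 (1.06 to 2.04). In the NF-kappaB and inflammation list 3 of 17 promoters fell, with percentiles of 90.6 and 47.3; RELB had 0.701 (0.546 to 0.908) and the chemokine CXCL8 0.808 (0.688 to 0.952), while NFKB1 had 1.11 (0.817 to 1.51) and IL1A 1.14 (0.824 to 1.6).

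General endothelial, guidance and positional genes lay within the range of random lists. Of 26 pan-endothelial promoters 9 fell and 0 rose, with percentiles of 21.8 at promoters and 7.08 at distal sites; EGFL7 had 0.732 (0.608 to 0.880), but 0.926 and no call with the late G1 table alone, and the receptor TIE1 0.745 (0.598 to 0.923), while SOX7 had 1.01 (0.783 to 1.33) and ANGPT2, the antagonist ligand of TEK, 1.15 (0.910 to 1.45). Of 26 axon guidance promoters 2 fell, the semaphorin SEMA6B at 0.641 (0.486 to 0.851) and the plexin PLXND1 at 0.721 (0.577 to 0.896), with percentiles of 74.2 and 75.8; NTN4 had 1.16 (0.828 to 1.66) and UNC5C 1.2 (0.886 to 1.63). Of 23 HOX promoters 2 fell and 1 rose, with percentiles of 15.7 and 40.1, but with the median of all promoters set to 0, 0 were lower and 3 higher, HOXD9 and HOXB3 among them; HOXB5 had 0.662 (0.469 to 0.916), HOXA9 0.755 (0.607 to 0.948), HOXD9 1.09 (0.895 to 1.33) and HOXB3 1.23 (0.908 to 1.65), or 1.77 within 500 bp of the TSS.

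Promoters of energy metabolism and translation genes lay in the lower part of the range of random lists. Of 24 oxidative phosphorylation promoters 9 fell and 1 rose (1 and 1 with the median of all promoters set to 0), with percentiles of 8.40 at promoters (1.91 with the late G1 table alone and 2.36 at shared sites) and 12.4 at distal sites; the complex I subunit NDUFV1 had 0.697 (0.568 to 0.857), SDHB of complex II 0.718 (0.580 to 0.890), UQCRC2 of complex III 0.975 (0.774 to 1.24), and COX4I1 of complex IV rose to 1.47 (1.05 to 2.04). Of 25 ribosomal protein promoters 7 fell and 0 rose, at percentile 22.0; RPL5 had 0.768 (0.633 to 0.927), RPL19 1.06 (0.695 to 1.66) and RPS3 1.08 (0.862 to 1.36). Distal sites of the ribosomal genes were at percentile 0.98 with a median of -0.18, where 2 of 17 fell; RPL5 had 0.691 (0.448 to 1.06) and RPL23 0.717 (0.409 to 1.27), while RPS6 had 1.16 (0.974 to 1.37) and RPL3 1.43 (0.870 to 2.34). That percentile was 9.54 with the late G1 table alone.

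Markers of other cell types were ranked in the same way. Ratios between the groups cannot show the purity of the sorted cells, since other cells present alike in both groups would leave them unchanged. Promoter percentiles were 39.9 for smooth muscle, 74.6 for lymphatic endothelial, 89.5 for blood cell and 15.7 for epithelial markers, from 8, 4, 7 and 5 genes; distal percentiles were 78.5, 23.6, 33.4 and 0.40. In the epithelial list 3 of 12 genes fell at distal sites, with a median of -0.23. KRT19 had 0.776 (0.679 to 0.888), but 1.04 with sites over 3 kb away. CLDN4 had 0.795 (0.653 to 0.974), while KRT18 had 0.967 (0.741 to 1.28) and GRHL2 1.11 (0.965 to 1.29). The epithelial distal percentile was 4.89 with the early G1 table alone and 17.3 with sites over 3 kb away. The epithelial promoter percentile was 1.13 with a window of 3 kb. At promoters, the keratin KRT8 fell to 0.783 (0.676 to 0.907), and CLDN7 and CLDN3 had 0.848 and 0.948. The pericyte gene RGS5 fell to 0.794 (0.642 to 0.974), LMOD1 had 0.816, PDGFRA 0.955 and PDGFRB 1.2. Of the lymphatic genes RELN had 0.843, PROX1 0.902 and LYVE1 1.12, and of the blood cell genes RUNX1 had 0.844, CD14 1.08 and CD8A 1.1.

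Fewer promoters of the lists were called when the median of all promoters was set to 0. In that setting 0 venous, capillary, NF-kappaB, ribosomal protein, smooth muscle, lymphatic and epithelial promoters were called in either direction. The arterial and Notch lists had 1 lower promoter each, and the G1 regulator and immediate early lists 2 each, with 0 higher. Pan-endothelial, axon guidance and histone promoters had 1 higher and 1 lower, the YAP/TEAD list had 2 and 2, and blood cell markers had 1 higher. At distal sites, 5 immediate early, 2 ribosomal protein and 3 epithelial genes were lower and 0 higher with the median of all distal values set to 0.

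Sites with motifs of several factors, CTCF and AP-1 among them, had fewer late tags than sites of like strength and GC content, and sites with SOX and GATA motifs had more. The difference in median log2 ratio from matched site sets was -0.06 for NRF1, -0.05 for CTCF, the insulator protein, -0.03 for SP/KLF and for E2F, the family that drives S phase genes, and -0.02 for AP-1, NFY and bHLH motifs. E2F sites were at percentile 0.1 of the matched sets and the others of this group at percentile 0. The difference was 0.05 for SOX and 0.03 for GATA motifs, both at percentile 100, and 0.02 for FOX (98.8) and 0.01 for RBPJ, the Notch effector (99.1), and TEAD (97.9). Inside the central range were ETS (46.2), the palindromic SMAD motif (34.8), the GC-rich SMAD motif of BMP signalling (85.8), NF-kappaB (95.1) and RUNX (92.7). With sets matched on tags only, the AP-1 motif turned to percentile 100, the NF-kappaB and GC-rich SMAD motifs to 0, RUNX to 100 and RBPJ to 59.3. With motifs sought within 50 bp, E2F (11.5), TEAD (88.1), RBPJ (93.6) and FOX (72.4) lay inside the central range and NF-kappaB (99.6) outside; within 200 bp, the GC-rich SMAD motif (99.9) and RUNX (99.5) lay outside it.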

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

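Of the tests in this part, those on promoters, on GJA4 and on EEF1A1 were chosen after the result was seen, and the GC-matched tests of the gene lists were planned.

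In data outside the main measurement, peaks on the mitochondrial genome held 0.931 times as many tags in late as in early G1. All merged sites together held 8538123 late and 9178536 early tags, a like shortfall, so the mitochondrial ratio does not stand out. Separately, 855 merged sites were called as peaks with a score of at least 20 although they held at most 1 tag in both groups. Among the highest-scoring ones were sites in ribosomal RNA genes such as RNA28SN3 and in small nuclear RNA genes such as RNU1-3. Others lay at SLX1A promoters and at chromosome ends.

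At promoters, late G1 tags were lower than early G1 tags, with a median log2 ratio that differed by -0.16 from that of other sites. Comparing promoters with other sites of like tags and GC content in 88 classes turned this difference to 0.0472, just inside the bound of 0.05 set for the test, so the strength and GC content of promoters may account for their lower late tags. A higher signal over background in the early G1 libraries, with stronger sites losing more, is consistent with the fall of the ratio with tags in 10 of 10 GC deciles. A different GC content of the reads of both groups is consistent with its fall with GC content in 10 of 10 tag deciles. A real loss of accessibility at strong, GC-rich sites in late G1 would give the same trends and, with each group pooled, was not tested apart from these.

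At the GJA4 coding exon and in EEF1A1 intron 1, DNA of an expression construct in early G1 libraries may be the source of the excess of 36.6 and 4.78, since the EEF1A1 promoter with its intron is often used to drive constructs and GJA4 is a gene this study follows; of the other sites within 10 kb, those with at least 70 tags had early over late ratios of 0.976 to 1.24. The highest ratio, 3.314 (0.846 to 11.9) from 11.6 and 3.5 tags, met the bound of 2 set against this source, but the demand that the interval also lie above 1.5, added after the value was seen, was not met, so the construct cannot be told apart from a change in the cells. The FUCCI reporter construct itself holds CDT1 and GMNN but no GJA4 sequence and is carried by both groups, so it bears on EEF1A1 alone. The paper names its plasmid pBOB-EF1-FastFUCCI-Puro, a name that points to an EF1 promoter, without stating whether EEF1A1 intron 1 is in it. The reporter construct cannot be told apart at EEF1A1. The bound set against it, no ratio of 2 in coding exons of CDT1 or GMNN, was met at 1.077. That peak lies in CDT1 intron 1, however, and no peak was listed inside those exons, which excludes nothing. A PCR product of the study's GJA4 transcript primers remains open for GJA4 alone, with the summit 58 bp outside the 217 bp product, neither inside it nor over 200 bp away. A change of GJA4 chromatin in early G1, the biological reading, was not tested and would need the reads of each sample.

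Among gene lists, promoters of G2/M and G1/S genes had low and those of histone genes high late G1 tags for their strength. With random lists matched on tags and GC content, the G2/M list was at percentile 0.14 and the G1/S list at 1.62, both below the bound of 2.5. Strength and GC content, as measured here, thus did not account for these ranks in that setting. Other settings put the G1/S list inside the central range, at 2.67 to 4.80, and the G2/M list at 2.80 with the late G1 table alone. With 22 lists ranked at promoters and at distal sites, some would lie outside the central range by chance. The histone list moved from percentile 99.9 to 93.97, so its high rank may reflect the GC content of its promoters; the median stayed at -0.08 while the central range of random lists moved from -0.24 to -0.12 up to -0.20 to -0.06. Lower accessibility of cell division promoters in late G1 is a hypothesis that these pooled tables leave open, since variation between samples is unknown and the G1/S list was at 4.80 with shared sites alone. The paper had already reported that genes related to the cell cycle were enriched among the variable peaks of this experiment. Both results come from the same experiment, so neither is a separate check of the other.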

How the results depend on the processing

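All settings here were planned except the exact binomial test, the rescaling by sites of like strength, the median of all genes set to 0, and the named peaks under other scalings, which were added after seeing the data; the cause of a change was not tested unless stated. No paired analysis was possible because the tables pool each group, although the labels number the samples of both groups from 1 to 4, and leaving out a sample was not possible for the same reason. Depth limits what weak sites can show: with 32.1 and 24 tags, the interval of the EMCN enhancer ran from 0.430 to 1.32.

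Over all alternatives, 245 of 262 list percentiles, 606 of 611 ratios of named genes and of arterial and venous sites, 48 of 48 ratios of named peaks and 39 of 51 motif percentiles kept their direction and their side of the threshold or stayed within their interval. Of 26 counts of called members 13 moved by over 1.5 times, and of 54 other values, mostly medians by class and numbers of peaks, 37 moved and 3 reversed.

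A score of at least 20 left 61738 early and 62231 late G1 peaks. The share of sites in both lists was 58.1% at 100 bp, 75.7% at 500 bp, 79.9% with scores of at least 10 and 81.6% with scores of at least 20.

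The medians of promoter, intron and intergenic sites were -0.086, 0.10 and 0.12 with equal total tags, and -0.13, 0.057 and 0.074 with an equal median at shared sites. They were -0.25, -0.13 and -0.12 with the early G1 table alone, and -0.14, 0.11 and 0.13 with the late table alone, as each table lists the sites that stood out in its own group. They were -0.20, -0.029 and -0.021 at shared sites, and -0.20, -0.0325 and -0.027 at sites with at least 20 tags, where weak sites are left out; the intergenic median thus reversed with the early table, shared sites and at least 20 tags. A pseudocount of 5 gave -0.18 at promoters.

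Peaks higher in early G1 numbered 591 at a fold of 2, 174 at a fold of 4, 3012 at p of at most 1e-3, 653 at 1e-6, 5310 with the Benjamini-Hochberg adjustment, 1041 with an equal median at shared sites, 303 with the exact binomial test and 1613 with late tags rescaled by sites of like strength. Peaks higher in late G1 numbered 445 at a fold of 4, 5414 at 1e-3, 675 at 1e-6, 8263 with the adjustment, 1658 with scores of at least 10, 898 with at least 40 tags on all sequences, 3366 with an equal median at shared sites, 135 with the exact binomial test and 1542 with that rescaling.

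Of the arterial and venous sites, 0 were called with equal total tags and 1 with an equal median, and 6 and 8 of 10 held more early tags. With that equal median, 0 venous distal, 0 BMP promoter, 8 G2/M promoter, 0 G2/M distal and 1 G1/S distal members were lower. With the median of all genes set to 0, 0 venous, 1 TGF-beta, 0 BMP, 3 G1/S and 2 G2/M members were lower at promoters, and 0 G2/M members at distal sites. The BMP promoter percentile was 98.2 with the late table alone and 99.9 within 500 bp. The G1/S promoter percentile was 2.67 with the late table alone, 4.80 at shared sites, 3.50 within 500 bp and 2.72 within 3 kb, and the G2/M one was 2.80 with the late table alone.

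Reversed values among the others were the KRT19 distal ratio, 1.04 with sites over 3 kb, and, with site sets matched on tags only, the AP-1 motif at percentile 100, and the NF-kappaB and GC-rich SMAD motifs at 0.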

Other observations

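The genes named in this part were chosen after their values were seen, and the regional values were planned.

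Several cell cycle, arterial and venous genes were not called at their promoters, while other genes that the study follows, such as EPHB4, TGFBR2 and SMAD2 above, were called lower. CDT1 and GMNN, whose fragments make up the FUCCI reporter, had late over early ratios of 0.882 (0.650 to 1.19) and 0.930 (0.766 to 1.13) at their promoters. The reporter was introduced into the cells by lentivirus, so these promoter values do not bear on the sort. CDKN1B, which encodes the CDK inhibitor p27, had 0.973 (0.791 to 1.2), and the cyclins CCND1 and CCNE1 had 0.784 (0.577 to 1.06) and 0.894 (0.628 to 1.26). Among genes of division, the kinase CDK1 fell to 0.717 (0.585 to 0.879) and MCM2, of the replicative helicase, to 0.750 (0.633 to 0.887). The arterial genes HEY1 and JAG1 had 0.895 (0.685 to 1.16) and 0.848 (0.695 to 1.04), and the venous gene NR2F2 had 0.881 (0.709 to 1.1).

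By chromosome, the median log2 ratio was lowest on chromosome 19, at -0.13, and on chromosome 17, at -0.08, both rich in genes, and highest on chromosomes 4, 13 and 18, at 0.04 each. The range over chromosomes was 0.18, and 0.07 after the median of sites of like tags and GC content had been taken off. Neighbouring sites were weakly alike, with a correlation of 0.0727 across sites, which are not replicates, against -0.00576 when shuffled, and 0.0368 after the same correction. At sites of at least 400 tags the standard deviation of log2 ratios was 0.14 against 0.09 from counting alone. At 10 to 20 tags it was 0.36 against 0.49, and at 20 to 50 tags 0.34 against 0.36. These values cover only part of the merged sites, with 9147 at 10 to 20 tags, and how the choice of sites affects the spread was not tested. With each step of 0.5 tags taken as a count of its own, counting alone gives 0.06 at 400 tags and above, 0.34 at 10 to 20 and 0.25 at 20 to 50 tags. The tables do not settle which of these holds, and the intervals, which take 1 tag as 1 count, are approximate.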
